A study of Mus musculus with 6 samples.

How the data were processed

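Bone marrow cells of BALB/c mice were grown for 7 days in 20% serum and 20% L929 supernatant, rested for 24 h in 10% serum, and stimulated for 48 h. M1 cells received LPS at 100 ng/mL together with interferon-γ at 20 ng/mL, and M2 cells received IL-4 at 20 ng/mL, per the labels' protocols. The replicates of a group come from different mice, per the labels, which do not say whether equal numbers in M1 and M2 mark one mouse. RNA was amplified with a whole-transcript labelling kit and labelled with Cy3, per the labels' protocols.

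Per the file headers, the deposited scanner files hold spot intensity from Feature Extraction 10.7.1.1, with each array background-subtracted and detrended on its own and not normalized between arrays. The deposited value table holds log2 values for 37401 catalogue probes; how the authors made it is not stated. It matched quantile-normalized log2 processed signal over all spots to within 0.00942, and its column medians were 6.25, 6.25, 6.37, 6.21, 6.19 and 6.38. How its probes were chosen stays unknown.

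The log2 processed signal was scaled by subtracting each array's 75th percentile over all non-control probes. Control spots and spots with outlier marks were left out. A probe was tested when well above background on all arrays of at least 1 group, which left out 71135 probes as dim and 76 for want of a value in both groups. M1 was compared with M2 with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment over all tested probes. A probe was called at an adjusted p under 0.05 and a difference of at least 1 on the log2 scale. On simulated data, 200 of 79910 probes were changed at the arrays' own noise. Of the 200, 83 (41.5%) were recovered at a log2 difference of 1.5, with 4 false calls. At a log2 difference of 3, 192 (96%) were recovered, with 13 false calls. In the simulation the smaller difference was thus missed more often. The adjustment is stricter when few probes change, and 3053 were called in the data. The simulated noise was also independent between arrays, without any shift that arrays share. The simulated shares therefore do not give the share missed in the data.

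Groups, tests, the naming rule and 19 alternatives were fixed before the data were examined, and 5 alternatives were added after. The part of the naming rule used here was to name 5 genes in each direction. They were to have the largest log2 difference among called genes well above background on all 6 arrays with no overlap between groups. The probe had to have a gene symbol. No probe has one in the files, and 0 probe identifiers matched the gene name table, so the symbol requirement was dropped and the list was shortened to 2 probes in each direction. For the same reason the planned counts of genes, the marker lists for M1 and M2, the planned gene sets and the other parts of the naming rule were not analysed here. The custom target result was added after the files were seen. A target's value is the mean of its tested probes on each array.

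The arrays lie on 2 slides. Slide 1 holds the 3 M1 arrays and M2 replicate 1, and slide 2 holds M2 replicates 2 and 3, so slide and group are partly confounded. Deviations from the group means correlated between same-numbered arrays at 0.339, 0.308 and 0.477 for replicates 1, 2 and 3, across 79673 probes. All lie above 0.1, so by the rule used the numbers pair the arrays. The values for replicate 1 of M1 with replicate 2 of M2 (0.413) and the reverse (0.303) were as high, so the numbers 1 and 2 are not told apart and the pairing rests on replicate 3. Deviations within a group balance out and replicate 3 deviated most, so its shared shift alone tends to make the values for 1 and 2 positive. A shared shift of another source could also give the value for replicate 3. Equal numbers are therefore not shown to mark the same mouse.

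Alternatives covered the scaling, quantile normalization, normexp background correction (offset 50), the filter on dim probes, outlier marks, the empirical Bayes prior, the authors' table, the replicate block, the slide as a block, the fold threshold and leaving out each array. Probe pairs were taken from sequences overlapping by at least 30 nt.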

Results

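RNA from bone marrow-derived macrophages of BALB/c mice was hybridised to 6 one-colour Agilent arrays, 3 of cells driven to the M1 state with lipopolysaccharide (LPS) and interferon-γ and 3 of cells driven to the M2 state with interleukin-4 (IL-4). These treatments are used as opposite ends of macrophage activation, and the comparison asks which transcripts differ between them. No unstimulated cells were arrayed, so a difference is M1 against M2 and does not show which of the states moved.

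Each array carried 151045 non-control probes of 60 nt. Of these, 55681 were catalogue probes and 95364 were custom probes for 33034 numbered targets, 29892 of them with 3 probes. The files give no gene symbol, description or position for any probe, so probes are reported by identifier and sequence. The share of probes well above background was 56.1% ± 4.25 (SD, n = 3) on the M1 arrays and 57.0% ± 3.61 (SD, n = 3) on the M2 arrays (exact permutation test, two-sided, p = 0.9, the smallest possible value being 0.1). It was 59.7%, 57.1% and 51.4% in M1 replicates 1, 2 and 3, and 55.6%, 61.1% and 54.3% in M2 replicates 1, 2 and 3. No spot of a non-control probe was saturated. The number of arrays limits the precision of every value below.

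Across the 6 arrays, the first principal component held 50.8% of the variance of the 79673 probes with values on every array and separated M1 from M2. The second held 33.1% and separated replicate 3 of both groups from replicates 1 and 2. Pearson's r across probes, which are not independent replicates, was 0.997 between M1 replicates 1 and 2 and 0.995 between M2 replicates 1 and 2. It lay between 0.974 and 0.978 for pairs of replicate 3 with another array of its group, and between 0.953 and 0.976 for pairs of an M1 with an M2 array. The lowest values within a group thus lay inside the range between groups.

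**Figure D1:**
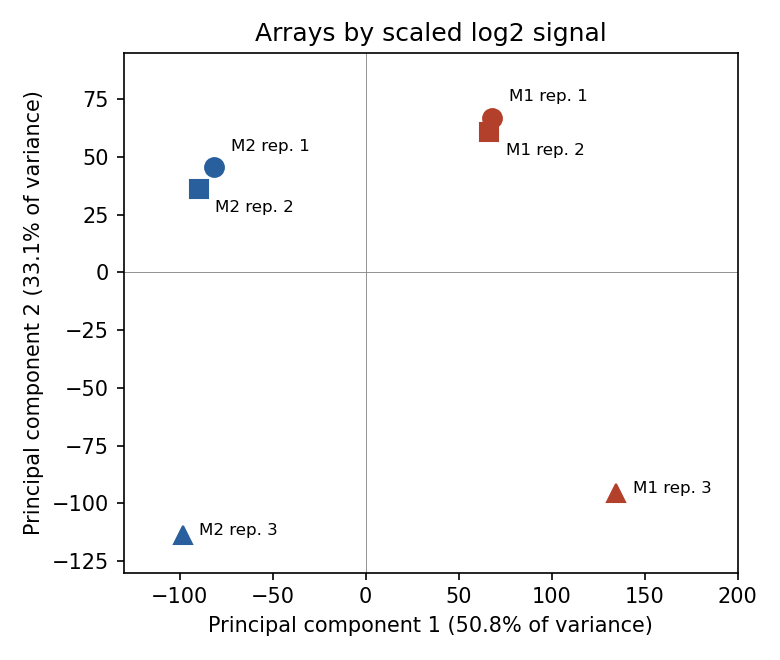
Principal components of scaled log2 signal for the 6 arrays, with the first component (50.8% of variance) on the x axis and the second (33.1%) on the y axis. Colours mark M1 and M2, and replicate 3 of both groups lies apart along the y axis.

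Of 79834 probes tested with limma, 3053 (3.82%) differed between M1 and M2 at an adjusted p under 0.05 and with a fitted difference of at least 2-fold. Of these, 1623 (53.2%) were higher in M1 and 1430 were higher in M2. In all 3053 called probes the M1 and M2 arrays did not overlap; among all tested probes 24.9% did not overlap, against 10% by chance. Without the fold threshold, 3609 probes passed, 1920 higher in M1 and 1689 higher in M2. With the replicate number as a block, that count was 6204. The setting that moved the count of called probes most was the slide as a block, under which 377 probes were called.

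Called probes well above background on all 6 arrays numbered 2287, with 1327 higher in M1 and 960 higher in M2. Among these the median size of the difference was 1.56 on the log2 scale. At least a 4-fold difference was found for 420 of them higher in M1 and 304 higher in M2. At least 16-fold was found for 43 and 46 of them, and at least 64-fold for 3 and 6. Another 172 were well above background on every M1 array and on no M2 array, and 248 showed the opposite. For these the difference is a lower bound, taken against the higher of the dim probe's own signal and the lowest signal well above background on each array. The bound was at least 2-fold for 123 of the 172, with a median of 2.69 and a highest value of 49.5. It was at least 2-fold for 171 of the 248, with a median of 2.55 and a highest value of 987. The remaining 346 called probes were measured on only some arrays of a group.

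Custom and catalogue probes split differently. Of 46159 custom probes tested, 1513 (3.28%) were called, 708 (46.8%) of them higher in M1. Of 33675 catalogue probes tested, 1540 (4.57%) were called, 915 (59.4%) of them higher in M1. Custom probes were also detected less often, at 52.8% ± 4.27 (SD over 6 arrays) against 63.0% ± 2.41 (SD over 6 arrays).

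Averaging the tested probes of each custom target gave 24283 targets, of which 592 were called, 260 higher in M1 and 332 higher in M2. With the replicate block 907 targets were called. Among 7492 targets with 3 tested probes, 525 had at least 1 called probe, and 1, 2 or 3 probes were called in 200, 149 and 176 of them. In 2 targets called probes went in opposite directions. Of 548 uncalled probes that shared a target with a call, 486 (88.7%) had the same direction as the call.

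The largest differences among called probes well above background on all 6 arrays are given by probe, with limma's adjusted p. A_51_P167292 (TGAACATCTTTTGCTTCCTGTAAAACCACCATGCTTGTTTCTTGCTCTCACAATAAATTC) had a scaled log2 signal of 1.79 ± 0.55 (SD, n = 3) in M1 and 10.45 ± 0.17 (SD, n = 3) in M2. Its M1 minus M2 difference was -8.66 (SE 0.29, limma adjusted p = 0.00014). A_51_P455338 (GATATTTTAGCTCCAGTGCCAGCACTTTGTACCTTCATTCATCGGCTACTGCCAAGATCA) had -0.81 ± 0.35 in M1 and 7.65 ± 1.03 in M2, a difference of -8.45 (SE 0.49, limma adjusted p = 0.000647).

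A_51_P517695 (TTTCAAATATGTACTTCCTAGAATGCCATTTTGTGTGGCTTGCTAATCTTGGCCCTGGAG) was higher in M1, at 3.87 ± 0.49 against -2.22 ± 0.77, a difference of 6.09 (SE 0.42, limma adjusted p = 0.000938). CUST_76965_PI428753551 (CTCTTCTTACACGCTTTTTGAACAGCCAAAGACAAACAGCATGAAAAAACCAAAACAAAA) had 4.52 ± 2.36 in M1 and -1.95 ± 0.24 in M2, a difference of 6.47 (SE 1.04, limma adjusted p = 0.0187). Its M1 values were 5.85, 5.92 and 1.79 in replicates 1, 2 and 3, so replicate 3 lay far below the others while still above every M2 array. The other probes of its target did not behave alike. One was not well above background on any M2 array and was at least 23.6-fold higher in M1 (limma adjusted p = 0.0194). The other, measured on all 6 arrays, differed by 0.38 (limma adjusted p = 0.555). The call of this probe was lost in 9 of 22 alternative settings, over which its adjusted p ran from 0.000164 to 0.233.

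**Figure D2:**
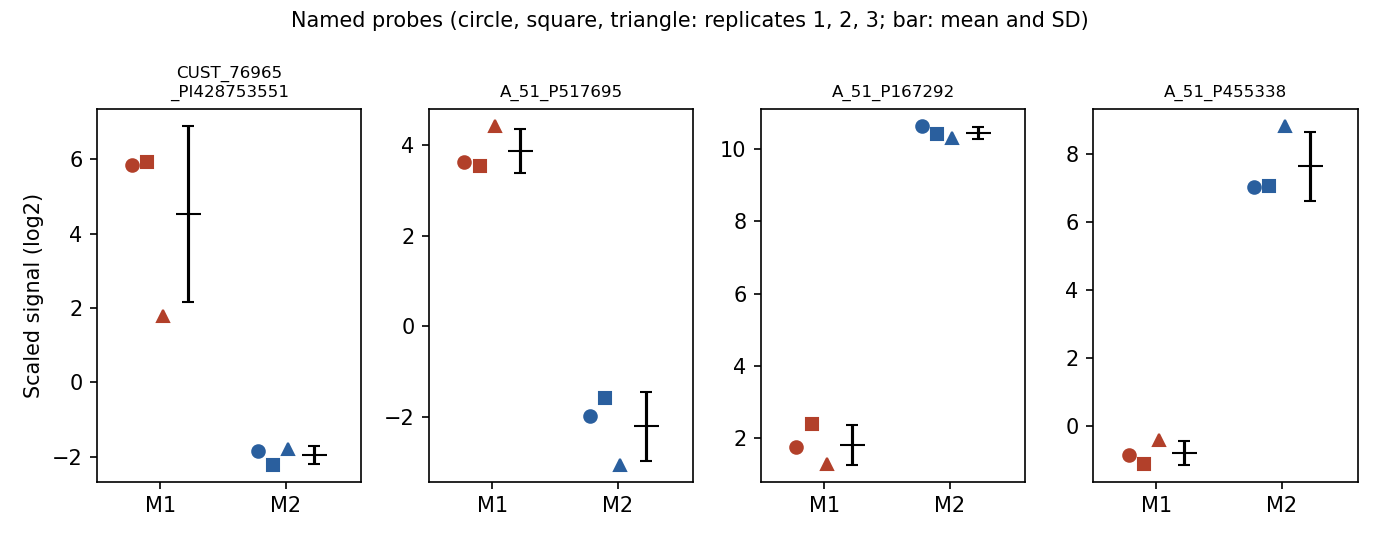
Scaled signal (log2, y axis) of the 4 named probes on each array, with M1 and M2 on the x axis, symbols for replicates 1, 2 and 3 and bars for the mean and SD of 3 arrays. M1 and M2 do not overlap for any of the 4, and M1 replicate 3 of CUST_76965_PI428753551 (1.79) lies below the other M1 arrays.

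**Figure D3:**
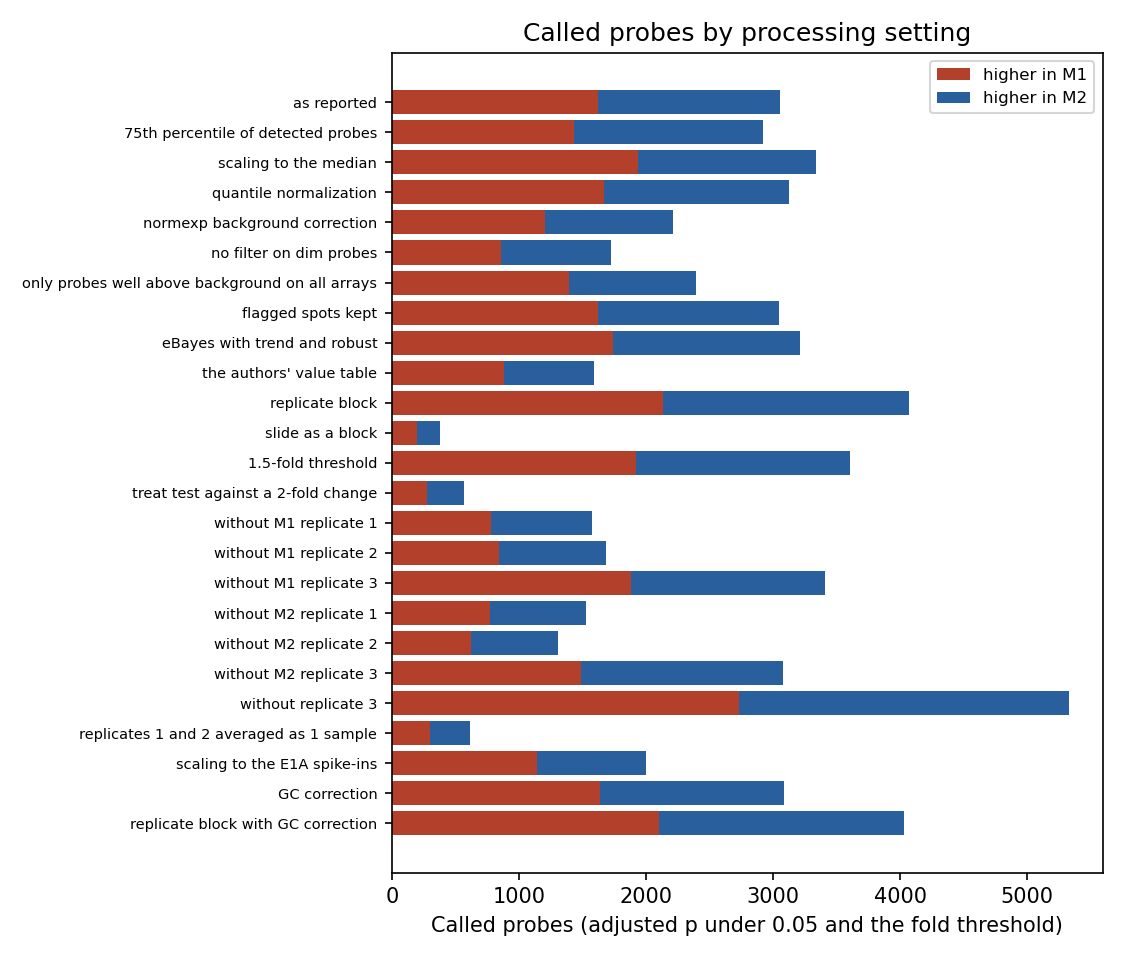
Number of called probes (x axis) under the reported setting and each alternative (y axis), coloured by direction. The count runs from 377 with the slide as a block to 5327 without replicate 3, beside 3053 as reported.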

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

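All tests in this part were chosen after the result was seen. Both results come from control probes, which no comparison of M1 with M2 used.

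Control probes that carry the names of mouse Gapdh and Pgk1 were higher in M1. Averaged over the 4 probes, each the median of 10 spots, the difference was 0.89 on the log2 scale, and for each of the 4 every M1 array lay above every M2 array (exact permutation test, two-sided, p = 0.1 for each, the smallest that 3 against 3 arrays allow, so none can pass 0.05). The single differences were 0.83 and 1.03 for the Gapdh probes and 0.82 and 0.88 for the Pgk1 probes. M1 replicate 3 was the highest array for each of the 4, so the size of these differences leans on it. The Gapdh probe at 0.83 had 9.725, 9.758 and 10.37 in M1 replicates 1, 2 and 3, and 9.238, 8.993 and 9.129 in M2. The Pgk1 probe at 0.88 had 3.559, 3.564 and 4.724 in M1, and 3.01, 2.93 and 3.259 in M2. The direction was the same under each scaling tried: the mean difference was 0.82 with the percentile of detected probes, 0.97 with the median and 0.88 with the E1A spike-ins, which argues against the scaling of the arrays as the cause. M2 replicate 1 shares a slide with the M1 arrays, and the smallest gap between it and the lowest M1 array was 0.46, which argues against the slides. The sequences of these probes are not given, so their match to the genes was not checked. Both genes code for glycolytic enzymes, and a higher level in LPS and interferon-γ treated cells may be biological, as a hypothesis from the same data that found it.

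The ERCC-00062 control probe lay 8.69 on the log2 scale above the negative controls (mean of 6 arrays), while 9 of the 12 ERCC probes were well above background on under 5% of their spots. ERCC probes match synthetic spike-in RNA, which the labels do not mention. Relative to the E1A spike-ins, its level had an SD of 0.37 between arrays. Each of the 7 bright E1A probes, set against the other 6, had an SD of 0.02 to 0.08, and the 3 dim E1A probes had 0.21 to 0.22 relative to the bright ones. The larger SD argues against a spike-in added in constant amount. Cross-hybridisation of cellular RNA and uneven addition of a spike-in stay open. No biological explanation was tested.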

How the results depend on the processing

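Tests chosen after the data were seen are those without replicate 3 in both groups, with replicates 1 and 2 averaged, with scaling to the E1A spike-ins, with GC correction, and every custom target count. Under the 24 alternatives, all called probes that were still tested kept their direction. For settings that leave out or average arrays, or change only the test, the filter or a threshold, this follows from the lack of overlap between M1 and M2, so it says nothing there about stability. Settings that only rescale whole arrays move every difference by the same amount. The median difference ran from -0.068 to 0.073 under them, while called differences were at least 1, so the direction was fixed there too. Under 13 of the 24 alternatives the count of called probes stayed within 1.5 times the reported 3053. It moved further under 11, from 377 to 5327. The M1 share of calls ran from 47.9% to 58.1%.

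With the slide as a block, 377 probes were called (196 higher in M1, 181 higher in M2), 377 passed without the fold threshold and 31 targets were called. That fit rests on M2 replicate 1 alone for the difference within a slide, and its standard errors were 1.52 times as large (median). With the treat test, which asks for a difference above 2-fold, 570 probes were called (278 and 292), 570 passed and 81 targets were called. Without the filter on dim probes 1723 probes were called (860 and 863), 1723 passed and 377 targets were called, with 150969 probes tested. From the authors' table, which lists fewer probes, 1588 were called (881 and 707) and 2901 passed, with 24640 probes tested. The scaled signals of the probes in that table gave 1614 called and 2240 passed, with 24628 probes tested. With normexp 317 targets were called, and the cause was not tested.

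With the replicate block 4073 probes were called (2132 higher in M1, 1941 higher in M2), 2896 of the reported 3053 among them. In the same fit 6204 probes passed without the fold threshold and 907 targets were called, and with GC correction added these were 6110 and 899. The block changed the call of none of the 4 named probes. Scaling to the E1A spike-ins gave 2004 called probes (864 higher in M2), 2137 without the fold threshold and 210 targets, and the cause was not tested.

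Leaving out 1 array gave 1306 to 3410 called probes, 626 to 1885 higher in M1, 680 to 1594 higher in M2, 1306 to 4063 without the fold threshold and 217 to 667 targets. The count fell to 1572 without M1 replicate 1, 1688 without M1 replicate 2, 1530 without M2 replicate 1 and 1306 without M2 replicate 2. It was 3410 without M1 replicate 3 and 3082 without M2 replicate 3. Without replicate 3 in both groups, 5327 probes were called (2733 and 2594), 14496 passed without the fold threshold and 1208 targets were called. With replicates 1 and 2 averaged as 1 sample these were 614 (297 and 317), 614 and 68. The calls thus lean on replicates 1 and 2 counting as separate samples.

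CUST_76965_PI428753551 lost its call in 9 of 22 alternatives, the slide block (adjusted p 0.233) among them. The other 3 named probes kept theirs in all 23. The alternatives for genes, marker lists and gene sets were not run, for want of gene names. For probes not well above background in a group, the calls rest on fitted differences, which can exceed the lower bounds given for them.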

Other observations

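The tests of other splits of the arrays and of the slides on the called probes were written before their results were seen. The simulations and the M1 arrays held out for the slides, and all the other tests in this part, were chosen after, and so were the correlations taken as deciding them.

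Of the 10 ways to split the 6 arrays into 3 and 3, only 1, the real one, gave as many called probes, as many probes at an adjusted p under 0.05, or as many called targets. The other splits gave 0 probes and at most 1 target. With 10 splits chance cannot be excluded at 0.05. Of the others, 3 part as many replicate pairs as the real split, and these gave 0 probes with the block too.

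The slides are partly confounded with the groups. For 1530 probes called without M2 replicate 1, the difference of M1 from that array, which shares their slide, was compared with the difference from the M2 arrays on the other slide. The median ratio was 0.940 and 1514 (99.0%) had the same direction. Both differences share the M1 arrays and the probes were chosen on one of them, so values above 0 arise without any effect. In 20 simulations of arrays with no difference, the 1530 probes with the smallest p gave median ratios of 0.373 to 0.431, with 75.3% to 78.4% in the same direction. With each M1 array held out in turn in the place of M2 replicate 1, as under an effect of the slides alone, the ratios ran from -0.00391 to 0.0749, while M2 replicate 1 gave 0.951 to 0.954 on the same probes. This argues against the slides as the main source of these calls. After each array's trend on GC content was removed, 2889 of the 3053 called probes (94.6%) were still called.

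Replicate 3 lay apart in both groups. In a limma fit with group, 5712 probes differed between replicate 3 and the other replicates at the thresholds used for M1 against M2, 5065 lower and 647 higher. The shift correlated across probes between M1 and M2 at 0.477 although the arrays lie on different slides, which argues against the slides. It stayed at 0.460 after GC correction, so a trend on GC content is not the whole cause. The M1 minus M2 difference in replicate 3 correlated with that in the others at 0.663, against swapped labels. Different probes of one custom target shifted alike (r = 0.526), against noise of single probes. Among the brightest 15935 probes the correlation fell to 0.152, so a part of the shift may come from the lower signal of these arrays, and the test does not settle it. The gap between Gapdh and Pgk1 probes numbered 3 and 5 changed by -0.12 on the log2 scale in replicate 3, as a mean over genes and groups. For Gapdh it changed by 0.02 in M1 and -0.01 in M2, and for Pgk1 by -0.33 and -0.17, so the genes differ. This does not settle degradation, since labelling was along the whole transcript. A value over 2-fold lower in replicate 3 than in the mean of the others, in both M1 and M2, was found in 5.23% of custom probes and 1.24% of catalogue probes. The E1A spike-ins stood 0.62 and 0.47 higher relative to the 75th percentile in replicate 3 of M1 and M2. Another culture, another mouse or another RNA preparation for replicate 3 may explain a shared shift and was not tested.

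Replicates 1 and 2 lay close together. On 1012 pairs of identical sequences detected on all arrays, the spread within an array (median absolute deviation, scaled to an SD) was 0.11 to 0.16 on the log2 scale, while it was 0.12 between M1 replicates 1 and 2, 0.18 between M2 replicates 1 and 2, and 0.36 to 0.47 for pairs with replicate 3. The labels say that replicates come from different mice. If replicates 1 and 2 were repeats of one RNA, differences of different probes of a target should be unrelated. They correlated at 0.0989 in M1 and 0.143 in M2, above the highest of 1000 shuffles (0.0273 and 0.0312). Separate labelling of one RNA could give such values too, so repeat hybridisation cannot be told apart from very similar mice.

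Some probe pairs overlap on opposite strands of one sequence. Their M1 minus M2 differences were correlated to ask whether both strands were labelled, and the test was run in 3 versions. Over all 3843 pairs r was -0.04, and over the 1108 pairs detected on all arrays it was -0.37. In the second version 132 of the pairs belonged to a single group of linked probes, and without that group r was 0.420. With 1 pair per group of linked probes, a version chosen after the others were seen, r was 0.429 over 805 pairs (95% bootstrap interval 0.321 to 0.533), against 0.953 for same-strand pairs. Among these 805 pairs both probes were called in 13, and all 13 went the same way. The other pairs of the linked groups, among them those that turned r negative, are not in this count. Labelling of both strands may explain part of this, as may paired transcripts on both strands, and the test does not separate them.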
